A study of Mus musculus with 32 samples.

How the data were processed

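The series profiled polyadenylated RNA of mouse embryonic stem cells and of retinal organoids grown from them. The labels name 4 kinds of culture. WT is the Rx:GFP line, a stem cell line whose name refers to a green fluorescent reporter of the Rx (Rax) gene. KO is that line with Mettl3 knocked out, where Mettl3 encodes the catalytic subunit of the enzyme that writes N6-methyladenosine (m6A) on RNA. The other 2 are the KO line carrying METTL3 fused to a domain the labels call GRBD, without and with dexamethasone (Dex), a synthetic glucocorticoid. The labels describe the fusion protein as cytosolic without Dex and moved to the nucleus with it. Per the labels, Dex was given at 10 µM, and the medium held AGN at 0.1 µM at days 2, 4 and 6. No AGN value is given for day 0. Cultures were sampled at days 0, 2, 4 and 6, day 0 being stem cells. This gave 16 groups of 2 libraries, 32 in all, with a single batch date. Per the labels' protocols the duplicates went through separate rounds of library preparation and sequencing. Whether they came from separate cultures is not stated. The treatment protocol lists Dex for 2, 4 and 6 days, while some day 0 samples are labelled as Dex treated, and the labels were followed.

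The deposited table held FPKM, fragment counts scaled by transcript length and by the mapped fragments of the library, computed by the authors and rounded to 2 decimals, for 55492 rows. The unit is taken from the deposited table's name and its values. Reads were paired-end, per the labels. The aligner, the counting tool and the genome build were not stated in the labels or the table. The table listed 21161 genes at 0 in every library. Positions given here come from the GENCODE M21 annotation of GRCm38 by Ensembl gene ID, which matched 99.4% of rows. The table also held 5 rows for fluorescent reporters and Cre.

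Depth was estimated from the steps between low FPKM values of genes with a single annotated transcript, which lie at whole fragments where fragments were counted. Between 80.5% and 88.9% of low values lay within 0.2 of a whole fragment, against 40.0% by chance. The estimates ran from 28.5 M to 54.8 M fragments (M, mega), with a median of 38.0 M. On simulated values of 7477 genes the method missed the depth by 0.03%. At that depth 3 fragments on a 2 kb transcript correspond to between 0.027 and 0.053 FPKM. These limits cover counting error only.

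Tests were run in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with lmFit, contrasts.fit and eBayes with a mean-variance trend. A gene was tested when at least 2 of the 32 libraries reached 1 FPKM, which left 16276 genes. All 32 libraries entered a single fit with 16 group means and 16 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values and gives no bound for genes near 0. Gene lists were tested with limma's fry, adjusted over 60 tests for the pluripotency, eye-field, neural, mesendoderm and formative lists. The other lists, the list tests of interaction contrasts and the further test described next were each adjusted as a separate family. A further test asked whether genes called in KO against WT moved in the opposite direction in Dex against no Dex, libraries that the first comparison does not use, with fry weighted by the direction of each gene. For no Dex against KO, which shares the KO libraries, 100 simulations of an unchanged group gave the share expected with no effect.

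On simulated data with 200 changed genes among 16276, a mean of 199.9 were recovered over 10 simulations, and 6% of calls were false. Of 200 unchanged gene sets, 6% had a fry p under 0.05. These values describe the simulated data only. In the real groups, median squared differences between duplicates ran from 1.26 to 9.76 times counting noise, for genes with at least 1000 fragments. Many real calls were also small changes. The simulations therefore do not give the share of false or missed calls in the counts below.

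The groups, tests, alternatives, naming rule and the lists for pluripotency, eye field, neural, mesendoderm, formative pluripotency, glucocorticoid response, m6A machinery (15 genes, tested without Mettl3) and Y-linked genes were fixed before the data were examined. Lists for extraembryonic endoderm, telencephalon, and midbrain and hindbrain were written later, before their own values were seen. Named genes were Mettl3, Nr3c1, members of the lists, and the 4 genes with the largest rise and the 4 with the largest fall among called genes with a symbol and non-overlapping libraries, for KO against WT at days 0 and 6, no Dex against KO at day 6 and Dex against no Dex at day 6. Some genes within the lists or the rule are not reported singly. Outside this rule, chromosome 8 was singled out after its values were seen. The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, rescaling by median-of-ratios factors, fits of the compared groups alone, the replicate number as a block, a change of at least 1 on the log2 scale, limma's camera, and leaving out each library in turn for lists and genes, which gave values without a test. Counts of called genes were not recomputed with a library left out, since 1 library would remain in the group. Groups of 2 libraries allow no test of outlying samples and no test by other splits of the samples. Fits without chromosome 8 genes, and shares with each library left out, were added after seeing the data.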

Results

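Messenger RNA was measured in 4 kinds of culture at 4 days of retinal organoid differentiation, with 2 libraries per group. Estimated depth ran from 28.5 M to 54.8 M fragments per library. Duplicates correlated across genes at Pearson r between 0.9922 and 0.9955. Their squared differences exceeded counting noise in every group, by a median factor of 2.04 for genes with at least 1000 fragments, so the spread between duplicates, not counting error, was used in the tests. The WT day 0 pair differed most, by a factor of 9.76, and included the library of lowest depth. With differences this small between duplicates, between 26.7% and 81.9% of the 16276 tested genes were called in the pairwise comparisons, many with small changes. Adjusted p-values below come from limma with Benjamini-Hochberg adjustment and speak for these cultures, since the labels do not say whether duplicates were separate cultures.

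The targeted gene was examined first. Mettl3 (ENSMUSG00000022160; GRCm38 chromosome 14, 52294841 to 52305128, minus strand) was not lower in the libraries labelled KO. At day 0 its level was 34.97 ± 2.58 FPKM in WT and 43.36 ± 0.67 FPKM in KO (SD, n = 2), a log2 change of 0.30 ± 0.06 (SE, limma adjusted p = 0.000417). At day 6 it was 35.72 ± 0.86 FPKM in WT and 37.59 ± 0.38 FPKM in KO (SD, n = 2), a difference that was not called (limma adjusted p = 0.325). Gene-level FPKM cannot show a small deletion or a change of the protein. The knockout is therefore known here from the labels alone, and KO below means the libraries labelled KO. The fusion line had more Mettl3 mRNA than KO at each day, by 0.68 at day 0 and 0.36 at day 6 on the log2 scale. Between Dex and no Dex it was not called at any day, and the day 2 difference of -0.07 changed direction under rescaling (0.03). Nr3c1, the glucocorticoid receptor gene, ranged from 0.5 to 3.17 FPKM in group means.

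The first comparison asked how KO cultures differed from WT at each day. At day 0, 7849 genes were called, 3000 higher and 4849 lower in KO, of which 223 changed by at least 1 on the log2 scale. The numbers were 9581 at day 2, 9855 at day 4 and 10591 at day 6, where 1630 changed by at least 1. Fitting only the compared groups moved the day 0 count most among the fits at this threshold, to 3357 genes. The fit of all groups uses a single variance per gene. It may understate the spread of the WT day 0 pair and so raise the count of 7849. The split between higher and lower calls depended on scaling. At day 2, 63.8% of calls were higher in KO as deposited and 51.1% after median-of-ratios rescaling, and at day 4 60.3% and 49.9%. Of the calls, 10575 at day 6 had libraries that did not overlap between the groups, which chance alone gives for 1 in 3 genes with 2 libraries against 2.

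**Figure D1:**
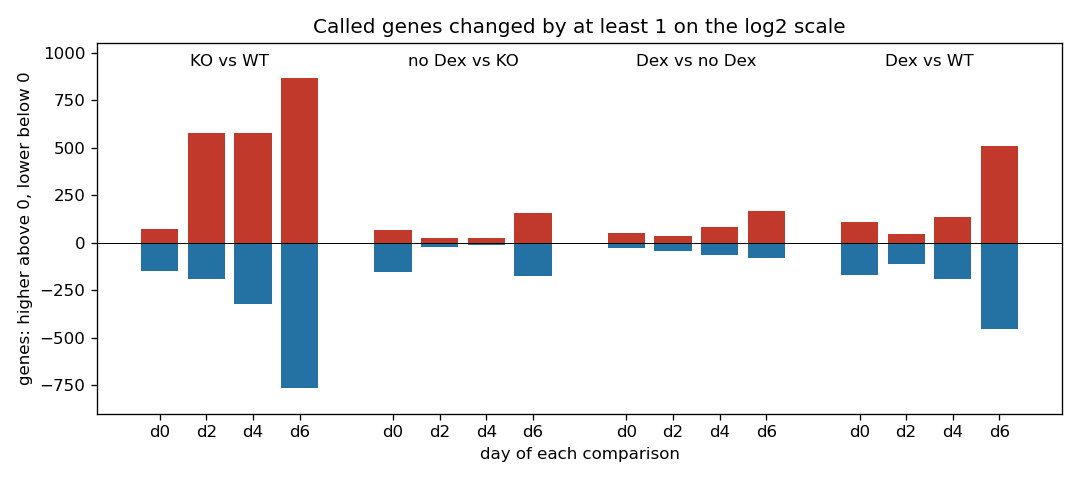
Number of called genes with a change of at least 1 on the log2 scale (vertical axis, higher above 0 and lower below 0) in 4 comparisons at days 0, 2, 4 and 6. KO against WT rose from 223 genes at day 0 to 1630 at day 6, and Dex against no Dex from 81 to 247.

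Eye-field genes separated the lines at days 4 and 6. Rax (ENSMUSG00000024518; chromosome 18, 65928277 to 65939787) rose to 118.17 ± 4.71 FPKM in WT at day 6 and stayed at 0.3 ± 0.03 FPKM in KO (SD, n = 2), a log2 change of -6.52 ± 0.06 (SE, limma adjusted p = 2.92e-23). The eGFP reporter row followed it, with 195 ± 7.62 FPKM in WT and 0.145 ± 0.205 FPKM in KO at day 6 (SD, n = 2). Six3 (chromosome 17, 85613608 to 85629302) was at 131.86 ± 8.96 FPKM in WT and 0.64 ± 0.08 FPKM in KO. Lhx2 was at 234 ± 8.14 and 4.97 ± 0.54 FPKM, and Six6 at 69.66 ± 0.94 and 0.02 ± 0 FPKM. The members did not move together. Pax6 was at 110.11 ± 1.47 FPKM in WT and 111.7 ± 0.64 FPKM in KO, with no call, and Mab21l2 was higher in KO, at 211.78 ± 0.52 against 15.09 ± 0.83 FPKM. Otx2 was also higher in KO, by 0.95 on the log2 scale. Over the 9 genes of the list the median change at day 6 was -3.14, with 6 lower and 3 higher (fry adjusted p = 1.04e-22), and 8 were called, both over all genes and adjusted over the list alone. None of the directions named here changed under rescaling. At days 0, 2 and 4 the list medians were 0.03, 0.24 and 0, with members moving both ways.

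**Figure D2:**
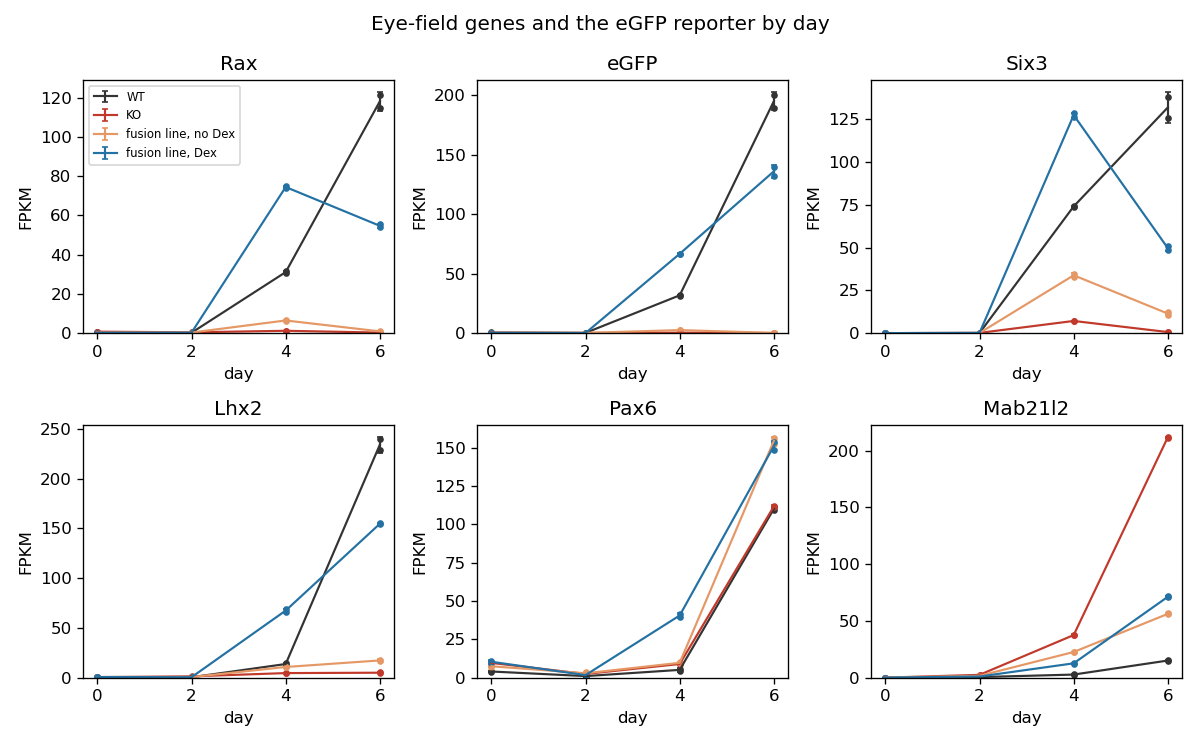
FPKM (vertical axis) by day (horizontal axis) of 5 eye-field genes and the eGFP reporter, with points for libraries and lines for means ± SD of 2 libraries. At day 6 Rax was at 118.17 FPKM in WT, 0.3 in KO, 0.91 without Dex and 54.7 with Dex, while Pax6 was above 110 FPKM in all 4.

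The pluripotency list of 14 genes was 0.05 higher in KO at day 0, without passing the threshold (fry adjusted p = 0.167). Its median was 0.11 at day 2, -0.56 at day 4 and -1.1 at day 6, where all 14 genes were lower (fry adjusted p = 2.1e-18). Of the 14, 12 were called at day 6, over all genes and adjusted over the list alone. The day 2 direction changed to -0.007 under rescaling, and the day 0 value to -0.01 without chromosome 8 genes. At day 6 Pou5f1 was at 37.92 ± 0.4 FPKM in WT and 11.72 ± 0.91 FPKM in KO. Among the other lists, the 6 tested mesendoderm genes had a median of -1.14 at day 0 (4 lower, 2 higher), -1.47 at day 2 (4 lower, 2 higher), -1.47 at day 4 (5 lower, 1 higher) and -2.2 at day 6 (6 lower). Gsc and Eomes were the genes higher at days 0 and 2, and Gsc the one at day 4. Neural genes had a median of 0.37 at day 6 (8 higher, 2 lower). The formative list had a median of 0.22 at day 0, without passing the threshold. At day 2 its median was 0.34 (4 higher, 3 lower), while fry gave the direction as lower. It was -0.76 at day 4 and -0.33 at day 6, each with 2 genes higher and 5 lower.

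By the naming rule, the largest rises in KO at day 6 were Fzd10 (log2 change 5.83), Irx1 (5.63), Dmbx1 (5.33) and Irx2 (5.14), and the largest falls were eGFP (-7.43), Dlk1 (-6.75), Rax and Six3 (-6.34). At day 0 the largest falls included Sfmbt2, from 12.18 ± 0.47 to 1.37 ± 0.14 FPKM, and Srgn, from 9.34 ± 0.3 to 0.95 ± 0.47 FPKM. The other falls, Gm27624 and Gm38268, were listed at 0 in KO. The largest rises at day 0 were Rpl38-ps2, Snora73b, Gm44170 and Gm17122, a pseudogene, a small nucleolar RNA and 2 antisense genes. Their values are uncertain because such genes share reads with other genes, and 1 WT library decides the levels of Rpl38-ps2 (45.05 ± 63.71 FPKM in WT) and Gm17122 (11.42 ± 16.15 FPKM in WT), as 1 KO library does for Snora73b (22.07 ± 18.02 FPKM in KO).

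Chromosome 8 as a whole differed between WT and the other lines. Against the other chromosomes, the median KO against WT change of its 858 tested genes was 0.05 at day 0, 0.16 at day 2, 0.28 at day 4 and 0.40 at day 6. The highest value of another chromosome at day 6 was 0.03, and the lowest was -0.15, of X. Of its genes 651 were called at day 6, 539 of them higher in KO. From day 0 to day 6 chromosome 8 moved by -0.28 in WT, 0.05 in KO, -0.04 without Dex and 0.03 with Dex. Without chromosome 8 genes, 9937 genes were called at day 6.

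**Figure D3:**
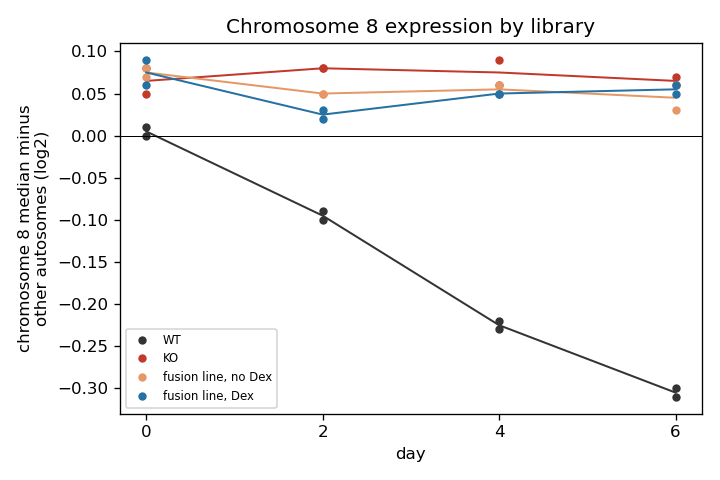
Median log2 level of chromosome 8 genes relative to the other autosomes, each gene relative to its mean over 32 libraries (vertical axis), by day (horizontal axis), with points for libraries and lines for group means. WT libraries fell from near 0 at day 0 to -0.3 and -0.31 at day 6, while the other 24 libraries lay between 0.02 and 0.09.

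The second comparison asked what the fusion line changed without Dex. Against KO, 7985 genes were called at day 0, 6027 at day 2, 4339 at day 4 and 7983 at day 6, and 221, 48, 38 and 331 of them changed by at least 1. As deposited, 39.3% of day 0 calls and 36.3% of day 4 calls were higher, against 56% and 50.1% after rescaling. Eye-field genes rose in part at day 6, with Six3 at 11.43 ± 1.07 FPKM, Lhx2 at 17.31 ± 0.98 FPKM and Rax at 0.91 ± 0.17 FPKM. The list median was 0.46 (fry adjusted p = 1.25e-10), with 5 higher and 4 lower, and did not pass the threshold under camera. The pluripotency list differed from KO past the threshold at day 0 alone, by -0.16, and under rescaling at day 4 instead (0.13). Among the genes of the naming rule at day 6, Gm12744, Gm3764, Gm29216, Gm10259, Gm49369, Gm26571 and Gm28439 are predicted genes, among them pseudogenes, so their values are uncertain.

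The third comparison asked what Dex changed in the fusion line. The calls numbered 7069 at day 0, 7204 at day 2, 6551 at day 4 and 6956 at day 6, of which 81, 76, 149 and 247 changed by at least 1. As deposited 62.9% of calls at day 0 and 28.7% at day 2 were higher with Dex, against 50.4% and 48.5% after rescaling. Rax was at 74.47 ± 0.4 FPKM with Dex at day 4, against 6.47 ± 0.06 without Dex and 31.12 ± 0.59 in WT. At day 6 Rax was at 54.7 ± 1.15 FPKM with Dex, between no Dex and WT. The reporter eGFP rose to 66.7 ± 0.276 FPKM at day 4 and 136 ± 5.19 FPKM at day 6, against 0.2 ± 0.141 FPKM without Dex at day 6. Lhx2 reached 154.57 ± 0.93 FPKM and Six6 6.39 ± 0.37 FPKM at day 6. The eye-field median was 0.82, with 7 higher and 2 lower (fry adjusted p = 5.12e-20). The pluripotency list rose by 0.05 at day 0, a direction that changed under rescaling (-0.02). It fell by 0.54 at day 2 and by 0.24 at day 4, and differed by -0.01 at day 6, without passing the threshold. Besides eGFP and Rax, the largest rises at day 6 were Trpm1, to 46.7 ± 1.27 from 0.6 ± 0.02 FPKM, and Pmel, to 33.1 ± 2.32 from 0.32 ± 0.04 FPKM. Pax3 fell from 19.46 ± 0.17 to 3.8 ± 0.02 FPKM. The other falls, Gm8129, Gm3511 and CAAA01147332.1, were listed at 0 with Dex, and are uncertain. The first 2 are pseudogenes, and 1 library decides the level of CAAA01147332.1 without Dex (5.16 ± 5.73 FPKM).

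Genes called in KO against WT were then followed in Dex against no Dex, which uses other libraries. The share that moved in the opposite direction was 83.4% at day 0, 73.8% at day 2, 74.4% at day 4 and 53.2% at day 6 (fry adjusted p from 1.77e-23 to 3e-08). At day 6 the share was 49.7% among genes with a mean FPKM of at least 5, which did not pass the threshold. In no Dex against KO the shares were 36.6%, 84.8%, 84.1% and 72.6%, against 55.8%, 54.3%, 53.9% and 53.4% in simulations of an unchanged group. At day 0 most KO calls thus moved further from WT without Dex, and the 83.4% with Dex is measured from there. Dex against KO was not tested, so this share does not show how far Dex reversed the KO difference. With Dex, 62.5%, 32.8%, 51.6% and 69.6% of the KO calls were still called in the same direction against WT. Both of these comparisons use the same WT libraries, which raises this share, and its value without an effect was not simulated. Dex against WT gave 8106, 4782, 7282 and 9987 calls at days 0, 2, 4 and 6. At day 0 this exceeded the 7849 of KO against WT, while at the other days it was lower.

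Over time, 12712 genes were called between day 6 and day 0 in WT, 13086 in KO, 13324 without Dex and 13091 with Dex. The median change of all genes was 0.17 without Dex and 0.14 with Dex, and -0.01 and 0 after rescaling. The first principal component held 58.6% of the variance and followed the day, and the second held 15.9%. The change from day 0 to day 6 differed between KO and WT for 9258 genes and between Dex and no Dex for 7919 genes (interaction contrasts in limma).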

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

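The tests of scaling and depth below were chosen after the list values at each day had been seen.

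The KO against WT difference at day 6 was set against that at day 0 by an interaction contrast, and so was the Dex against no Dex difference. Of 10 list tests, 9 passed an adjusted p of 0.05. For KO against WT the interaction medians were -3.14 for the eye field, -1.05 for pluripotency, 1.08 for neural genes, -0.99 for mesendoderm and -0.21 for the formative list. For Dex against no Dex they were 0.81 for the eye field, -0.33 for neural genes, 0.39 for mesendoderm and -0.64 for the formative list, while the pluripotency list did not pass (fry adjusted p = 0.586). At the gene level 9258 and 7919 genes were called. The fry test asks whether the genes of a list changed and does not compare them with other genes. With so many genes called, passing does not set these lists apart from genes in general. Camera, which makes that comparison, was not run on these interactions. The neural medians cover members that moved both ways (6 higher and 4 lower in KO against WT, 2 and 8 with Dex), as do the formative ones (2 higher and 5 lower in both).

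The tables argue against the authors' per-million normalization as the source of these differences. After median-of-ratios rescaling the eye-field interaction in KO against WT was -3.09, and 0 of the 9 interaction medians changed sign. A difference in depth between groups is also too small, since the group means of estimated depth differed by at most 1.34 times. Rax, Six3, Six6, Lhx2, Nr2e1 and Mab21l2 were below 1 FPKM in all lines at day 0. What stays open for KO against WT is the knockout named by the labels and the change of chromosome 8 in the WT cultures, which ran in parallel with the days (a shift of -0.28). The Dex against no Dex differences lie within cultures where chromosome 8 stayed level. The fusion protein moved by Dex and Dex itself may each account for them, and both stay open as untested hypotheses, since Dex was not given to cells without the fusion protein.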

How the results depend on the processing

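The fits without chromosome 8 genes and the moved-back shares with a library left out were chosen after seeing the data, and the other alternatives were planned. The eye-field list in KO against WT and in Dex against no Dex at day 6, and the pluripotency list in KO against WT at day 6, kept their direction and their side of the threshold under 8 alternatives. Their medians ranged from -4.7 to -2.64, from 0.78 to 2.11 and from -1.41 to -1.06. With the replicate number as a block no result changed direction or side of the threshold, and KO against WT at day 6 had 10558 calls. Differences between duplicates were hardly correlated between groups (-0.09 to 0.13 over 120 pairs of groups), so the numbers do not pair the libraries. For results below whose cause is not given, the cause was not tested.

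Requiring a change of at least 1 on the log2 scale lowered each count of called genes, by its construction. At days 0, 2, 4 and 6 the counts were 223, 769, 902 and 1630 in KO against WT, 221, 48, 38 and 331 in no Dex against KO, 81, 76, 149 and 247 in Dex against no Dex, and 277, 159, 327 and 961 in Dex against WT. Between day 6 and day 0 they were 4581 in WT, 5198 in KO, 5540 without Dex and 5187 with Dex, and 1657 and 532 in the interactions of KO against WT and of Dex against no Dex with the day.

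Fitting only the compared groups leaves 2 residual degrees of freedom for 2 groups. It gave 3357 calls in KO against WT at day 0, 3941 and 2284 in no Dex against KO at days 2 and 4, and 4342 and 2603 in Dex against WT at days 0 and 2. The other 17 counts stayed within 1.5 times. Both day 0 counts that fell use the WT day 0 pair, whose duplicates differed most. The fit of all groups pools the variance and may understate the spread of that pair. The main counts of 7849 and 8106 may therefore be too high. The counts at days 2 and 4 that fell do not use that pair. Of the 60 list results, 9 no longer passed the threshold and 6 passed it that had not before. Among the 9 were the pluripotency list in Dex against no Dex at day 0 (0.05) and the eye-field list in no Dex against KO at days 0 and 2 (-0.03 and -0.03). The eye-field list in Dex against no Dex at days 0 and 2 (0.01 and -0.11) was also among them. The share moved back in no Dex against KO at day 0 was 35.6%.

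A mean FPKM of at least 5 left 9412 genes to test. With fewer genes tested, day 6 against day 0 gave 7880 calls in WT, 8148 in KO, 8222 without Dex and 8049 with Dex. The pluripotency list passed the threshold in KO against WT at day 0 (0.05), no longer passed it in Dex against no Dex at day 0 (0.05), and reversed in Dex against no Dex at day 6 (0.02). The neural list reversed in Dex against no Dex at day 0 (-0.06). The share moved back was 83.8% and 71.9% in no Dex against KO at days 2 and 6, and in Dex against no Dex at day 6 it was 49.7%, without passing the threshold.

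Rescaling by median-of-ratios factors kept all 22 counts within 1.5 times. The pluripotency list passed the threshold in KO against WT at day 0 (0.07) and in no Dex against KO at day 4 (0.13), no longer passed it in no Dex against KO at day 0 (-0.04), and reversed in KO against WT at day 2 (-0.007) and in Dex against no Dex at day 0 (-0.02). The eye-field list in no Dex against KO at days 0 and 2 (-0.01 and -0.02) no longer passed. The formative list in no Dex against KO reversed at days 0 and 4 (0.06 and 5e-05), and so did Mettl3 in Dex against no Dex at day 2 (0.03).

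With a pseudocount of 0.1 the pluripotency list in Dex against no Dex at day 0 (0.05) and the eye-field list in no Dex against KO at day 2 (-0.09) no longer passed the threshold, and the share moved back in no Dex against KO at day 0 was 37.4%. Without a filter on low values this share was 37.9% and that at day 6 was 71.7%. Under each of these settings 3 of the 60 list results no longer passed the threshold. Of the 104 gene results, 6 no longer passed with the pseudocount of 0.1 and 5 without the filter.

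Under camera with its preset correlation 28 of the 60 list results no longer passed the threshold that they pass under fry. Among them were the pluripotency list in KO against WT at day 2 (0.11), in no Dex against KO at day 0 (-0.16) and in Dex against no Dex at days 0 and 4 (0.05 and -0.24). The eye-field list was weaker in this way in KO against WT at days 0, 2 and 4 (0.03, 0.24 and -7e-05), in no Dex against KO at days 0, 2 and 6 (-0.03, -0.03 and 0.46) and in Dex against no Dex at days 0 and 2 (0.01 and -0.11).

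Without chromosome 8 genes the KO against WT counts were 7412, 8963, 9222 and 9937 at days 0, 2, 4 and 6, and all 22 counts stayed within 1.5 times. The shares moved back in Dex against no Dex were 83.5%, 73.6%, 74.8% and 53.5%. The pluripotency list, reduced to 12 genes, reversed in KO against WT at day 0 (-0.01) and passed the threshold in no Dex against KO at day 4 (0.14) and in Dex against no Dex at day 6 (-0.01). The neural list, reduced to 8 genes, reversed in no Dex against KO at day 6 (0.13) and in Dex against no Dex at day 4 (-0.04).

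Each of 4 fits left out a library of the compared groups. The pluripotency median ran from -0.59 to -0.56 in KO against WT at day 4, from -1.1 to -1.03 at day 6, from -0.01 to 0.04 in no Dex against KO at day 2 and from -0.08 to 0.009 in Dex against no Dex at day 6. The eye-field median ran from -0.07 to -0.01 and from 0.45 to 0.47 in no Dex against KO at days 2 and 6, and from -0.11 to -0.09 in Dex against no Dex at day 2. The share moved back in Dex against no Dex ran from 82.8% to 83.1%, from 73.1% to 73.7%, from 73.5% to 74.1% and from 52.7% to 53.2% at days 0, 2, 4 and 6, and in no Dex against KO from 82.9% to 84.3%, from 82.3% to 83.4% and from 71.8% to 72.3% at days 2, 4 and 6. Without KO day 2 replicate 2 the pluripotency median in no Dex against KO changed direction (-0.01), as it did in Dex against no Dex at day 6 without no Dex replicate 2 (0.009). The eye-field median changed direction in KO against WT at day 4 without KO replicate 1 (0.01) and in no Dex against KO at day 0 without no Dex replicate 1 (6e-05). All 4 medians lay near 0.

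At the estimated depth, values under about 0.05 FPKM rest on few fragments, so levels such as that of Six6 in KO were not measurable beyond being low.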

Other observations

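The tests on m6A-machinery genes, the time course, the identity of the KO libraries, the reporter rows, chromosome 8, the largest chromosome shift at any day, the day 0 glucocorticoid response and the return of endoderm genes with Dex were chosen only after related values had been seen. The tests of the glucocorticoid list over all days, of whole chromosomes over all days, of the Y chromosome, and of endoderm and brain-region lists in KO against WT were written before their values were seen.

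Chromosome 8 genes were higher in KO than in WT at days 4 and 6. The criterion written beforehand for a whole chromosome gained or lost in one line asked for a shift of 0.2 at every day, and the smallest shift over the days was 0.05, so it was not met. For no Dex against KO the largest shift of a chromosome at any day was 0.11, of X at day 6. No chromosome reached 0.2 at any day, which argues against one gained or lost in all cells of one of those lines, while a change in a share of the cells stays open. Along chromosome 8 each of 10 stretches was shifted at day 6, the least by 0.27, as an extra copy in part of the cells would give. The shift arose because WT moved, by -0.28 from day 0 to day 6, while the other lines stayed within 0.05. A candidate explanation is that the KO-derived lines carry an extra chromosome 8 and that WT cultures were a mixture in which such cells lost share with the days. The limit for a fall in WT was set after its values were seen. A gain fixed in the KO line at day 0 cannot be told apart from other histories by the shift of 0.05 at day 0, because the WT reference itself moved. DNA was not analysed here. If the hypothesis holds, KO against WT differences mix genotype with copy number, whereas Dex against no Dex does not.

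Y-linked genes were present in all lines, with Eif2s3y at 39.58 FPKM or more, which argues against complete loss of the Y chromosome in any line. The 4 Y-linked genes were lower in KO than in WT at each day, with medians of -0.46, -0.65, -0.4 and -0.65 at days 0, 2, 4 and 6. Loss in a share of the cells, as the only cause, would lower these genes alike. At day 6 Ddx3y changed by -1.3 ± 0.05, Uty by -0.87 ± 0.08, Eif2s3y by -0.43 ± 0.03 and Kdm5d by -0.23 ± 0.09 (SE). At day 0 Ddx3y changed by -0.61 ± 0.05 and Eif2s3y by -0.31 ± 0.03 (SE). These unequal falls argue against such a loss as the only cause. A smaller loss alongside other changes was not tested and stays open.

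The lack of a fall in Mettl3 mRNA raises the question whether libraries labelled KO came from the parental line. Of 223 genes that differed at day 0 by at least 1 on the log2 scale, 65 were called in the same direction at days 2, 4 and 6. This argues against the KO libraries having come from the same cells as the WT libraries. A separate culture of the parental line that had diverged could also differ in this way, so the test does not exclude it. An edit that leaves the transcript in place stays open and cannot be read from gene-level values.

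Genes of the m6A machinery other than Mettl3 were higher in KO, with a median of 0.67 over 14 genes at day 6, of which 11 were higher. This KO against WT median lay at percentile 99.99 of 10000 random lists matched on mean expression and transcript length, which argues against a general shift of such genes. With Dex the median was -0.36 at day 2 and -0.23 at day 4, at percentiles 0.14 and 0.08. It was at percentile 15.59 at day 0 and 3.79 at day 6, inside the central 95%, so a general shift stays open there. In no Dex against KO the medians were -0.38, 0.04, -0.15 and -0.17 at days 0, 2, 4 and 6, and a general shift was not tested for them. A response of these genes to the loss of METTL3 may be involved, as an untested hypothesis.

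The mesendoderm list had a negative median in KO against WT at each day. A separate list of 21 extraembryonic-endoderm genes, none of them in the mesendoderm list, also had a negative median at each day, with 18 genes lower and 2 higher at day 0, and a median of -1.54 with 21 of 21 genes lower at day 6. Among its most abundant members at day 6, Sparc was at 312 FPKM in WT and 55.5 in KO, and Col4a1 at 149 and 26. Col4a2 was at 87.5 and 42.5, Lamb1 at 67.5 and 8.08, and Srgn at 49.2 and 0.085. Of the list, 12 genes were at 1 FPKM or more in KO at day 6, so they are not specific to such cells. With Dex the list rose by a median of 0.33 at day 6 (15 higher, 5 lower). These values are consistent with extraembryonic-endoderm-like cells in the WT cultures, and a direct effect of the knockout on these genes stays open.

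The neural list was higher in KO at day 6 (8 genes higher, 2 lower), with Tubb3 up by 3.15 and Fabp7 by 3.71. From day 0 to day 6 Tubb3 changed by -2.37 in WT and 0.49 in KO, so its difference came mostly from a fall in WT. Fabp7 rose in both, by 3.74 in WT and 7.13 in KO. Neural cells of other brain regions were tested as a source. The midbrain and hindbrain list had a median of -0.18 (2 higher, 7 lower) at day 6, after 0.1, 0.21 and 0.15 at days 0, 2 and 4, with 7 of 9 genes higher at day 4 and En1 up by 2.92. The telencephalon list had a median of -0.51 at day 6 (1 higher, 3 lower), with members from -5.32 to 1.49. Neither median rose at day 6, but the members moved both ways, so such cells cannot be told apart from other neural cells. The identity of the cells with high Irx1, Irx2 and Dmbx1 stays open.

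KO cultures were also asked whether they ran ahead on the same time course. Across genes, which are not independent replicates, the KO against WT change correlated with the next step of the no Dex libraries at r = 0.25 at day 2 and 0.09 at day 4, and at -0.12 at day 0. On the first principal component, which followed the day, KO libraries lay further along than WT at each day. The KO and WT libraries were at -77.54 and -77.73 against -78.66 and -78.79 at day 0, at -23.85 and -24.28 against -40.95 and -40.73 at day 2, at 36.81 and 37.09 against 16.47 and 16.52 at day 4, and at 84.23 and 84.1 against 60.61 and 60.92 at day 6. The pluripotency list was higher in KO at day 2 (0.11) and lower at day 4 (-0.56). A lead of the KO cultures at days 0, 2 and 4 cannot be told apart from other changes, because correlations this small decide nothing and the other values point both ways.

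The glucocorticoid-response list of 8 genes was higher with Dex at day 0, with a median of 0.24 and 8 of 8 genes higher (fry adjusted p = 1.11e-08), or 0.17 after rescaling. Dex reaching the day 0 cells and acting through their own receptor would give such a rise, although the protocol in the labels lists later days only. The list also moved in comparisons without Dex, by -0.25 in KO against WT at day 0 (2 higher, 6 lower). In no Dex against KO at day 6 it moved by -0.2 (3 higher, 5 lower). A median shift of this size is therefore not specific to Dex. At day 0 the list moved by -0.05 in no Dex against KO (3 higher, 5 lower), or 0.04 after rescaling. Sgk1 and Fkbp5, the largest rises with Dex at day 0 (0.84 and 0.42), had changed by -0.44 and -0.56 there. The rises of these genes are therefore measured from a lower level than in KO. For Dex against no Dex at the later days, the values were smaller. The medians were -0.09 at day 2, 0.04 at day 4 and 0.03 at day 6. The list passed the threshold at these days too (fry adjusted p of 0.00321, 0.014 and 0.000229), with members moving both ways. The fall at day 2 became 0 after rescaling. A receptor response at the later days therefore cannot be told apart from none.

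Among the reporter rows, Cre, mCherry and tdTomato were listed at 0 throughout. Values of eYFP above 0 occurred in 4 libraries, all with eGFP below 1 FPKM and equal to it, and in 0 of the 10 libraries with eGFP of at least 1. Fragments shared between these similar sequences would give equal values, while abundant eGFP left none on the eYFP row, so sharing of reads cannot be told apart from other sources at so few fragments.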
